# Chromatin remodeling during the *in vivo* glial differentiation in early *Drosophila* embryos

**DOI:** 10.1038/srep33422

**Published:** 2016-09-16

**Authors:** Youqiong Ye, Liang Gu, Xiaolong Chen, Jiejun Shi, Xiaobai Zhang, Cizhong Jiang

## Abstract

Chromatin remodeling plays a critical role in gene regulation and impacts many biological processes. However, little is known about the relationship between chromatin remodeling dynamics and *in vivo* cell lineage commitment. Here, we reveal the patterns of histone modification change and nucleosome positioning dynamics and their epigenetic regulatory roles during the *in vivo* glial differentiation in early *Drosophila* embryos. The genome-wide average H3K9ac signals in promoter regions are decreased in the glial cells compared to the neural progenitor cells. However, H3K9ac signals are increased in a group of genes that are up-regulated in glial cells and involved in gliogenesis. There occurs extensive nucleosome remodeling including shift, loss, and gain. Nucleosome depletion regions (NDRs) form in both promoters and enhancers. As a result, the associated genes are up-regulated. Intriguingly, NDRs form in two fashions: nucleosome shift and eviction. Moreover, the mode of NDR formation is independent of the original chromatin state of enhancers in the neural progenitor cells.

Epigenetic factors play a critical role in many biological processes through regulating gene transcription. Chromatin remodeling is one of the key epigenetic mechanisms, mainly including nucleosome positioning and histone modification dynamics. Nucleosome is the fundamental repeating structural unit of chromatin in Eukaryotes. It regulates DNA template-based processes, such as DNA replication, DNA repair, and transcription, by controlling DNA accessibility^1^. Recent findings have indicated an open chromatin state in pluripotency stems cells while a relatively condensed chromatin structure in lineage-committed cells^2^. Nucleosome depletion occurred in the upstream regions proximal to transcription start sites (TSSs) of the genes activated during undifferentiated mouse embryonic stem cells (ESC) E14 differentiating to endoderm/hepatic progenitor (EHP) cells^3^. Comparison of genome-wide nucleosome occupancy in mouse ESCs, the neural progenitor cells, and embryonic fibroblasts revealed important roles of nucleosome positioning in cell differentiation^4^. A recent study also found that regions of difference in nucleosome occupancy were enriched in genes and regulatory elements during cell differentiation and reprogramming^5^.

There are a multiplicity of chemical modifications on histone tails of nucleosomes. Histone modifications function either by changing chromosomal state or by recruiting nonhistone proteins to chromatin^6^. As a result, histone modifications influence many fundamental biological processes. A previous study showed different change patterns of H3K9 acetylation, H3K9 and H3K4 methylation, and global histone deacetylation during mouse ESCs differentiation^7^. The study on histone modification dynamics during hematopoietic differentiation revealed that the *de novo* established enhancers can predict the differentiation potential of progeny^8^. A comprehensive analysis of mouse ESCs and neural progenitor cells identified dozens of core histone modification sites in the two cell types, respectively, and elucidated the effect of combinatorial histone modifications in the differentiation^9^. Interestingly, nucleosome occupancy was correlated with different histone modifications during the differentiation of mouse ESCs to neural progenitor cells^4^. However, all these studies used homogeneous cell culture or *in vitro* differentiated cells and failed to represent the scenarios under the proper *in vivo* context within the organism.

Glia is a major cell type of the nervous system and known as “supporting cells” that provide support and protection for neurons. Glial cells differentiate from multipotent neural stem cells. In *Drosophila* early embryos, a single transcription factor Glial Cells missing (Gcm) drives glial differentiation from the multipotent neural progenitor cells^10^. *Gcm* is transiently expressed in these progenitor cells and can be used as a marker gene^11^. One of Gcm target genes, the reverse polarity (*Repo*), is specifically expressed in glial cells^12^,^13^. Together with relative simple *Drosophila* central nervous system, it is feasible to explore the chromatin remodeling and its role during the *in vivo* glial differentiation in *Drosophila* embryos.

In this study, we employ INTACT (isolation of nuclei tagged in specific cell types) approach^14^ to explore the chromatin remodeling during glial differentiation under the proper *in vivo* context. INTACT-captured cell-type specific nuclei can be used for gene expression, epigenomic, and proteomic profiling^15^,^16^,^17^. Our approach uses the Gal4-UAS system to express a tagged nuclear membrane protein specifically in the multipotent neural progenitor cells under the control of *Gcm* promoter and in glial cells under the control of *Repo* promoter, respectively. Thus, we isolated the multipotent neural progenitor cells and glial cells by affinity purification from early *Drosophila* embryos. We profiled gene expression and chromatin state (nucleosome occupancy and core histone modifications) of the two cell types through high-throughput sequencing technology. Our results reveal different change patterns of core histone modifications in promoters and extensive nucleosome remodeling. Increased H3K9ac signals up-regulate the group of genes important to gliogenesis. NDRs form in both promoters and enhancers. Moreover, the mode of NDR formation is independent of the chromatin state of enhancers in the neural progenitor cells.

## Results

### High purity of affinity-isolated nuclei for the two cell types

We first generated *Drosophila* line containing *Gcm-Gal4* > *UAS-NTF (Gcm* > *NTF*) for affinity purification of the multipotent neural progenitor cells (referred to as GNP hereafter, *Gcm*-expressed Neural Progenitor). The *NTF* gene is the nuclear targeting fusion gene introduced in INTACT approach^17^ that consists of 3xFLAG, BLRP (biotin ligase recognition peptide, a preferred substrate for BirA), mCherry, and RanGap (expressed in the cytoplasm and outer nuclear envelope). The nuclei of GNP cells were purified by affinity from stage 11 embryos (5–7h AEL) using anti-Flag-coated magnetic beads. Similarly, we created *Drosophila* line containing *Repo*-*Gal4* > *UAS*-*NTF (Repo* > *NTF*) for affinity purification of glial nuclei from stage 15–16 embryos (12–14h AEL) (Fig. 1A). The purity of isolated GNP and glial nuclei reached 92.4% and 99.5%, respectively (Supplementary Fig. S1A). That is, 92.4% of affinity-purified GNP nuclei express *Gcm* and 99.5% of isolated glial nuclei express *Repo*.

We next collected different tissue-specific genes that were determined by RNA *in situ* hybridization from Berkeley *Drosophila* Genome Project^18^ and profiled the gene expression. 

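Nuclear RNA was sequenced from 1 library of GNP nuclei and 1 library of glial nuclei, both purified by INTACT, in which a tagged nuclear envelope protein is expressed in the cells of interest and the tagged nuclei are pulled from a homogenate of whole embryos. There was no replicate of either cell type, so no difference between the libraries has a replicate check. The GNP embryos were 5 to 7 h old and the glial embryos 12 to 14 h old, so that the cell type and the age of the embryo changed together. Embryos were collected over 2 h; the paper gives 5 and 12 h of further development, while the sample labels give 3 and 10 h and name the GNP cells early glial cells. Reads of 49 bp were mapped by the authors with TopHat (version 1.3.1) to the FlyBase transcripts of the time, and Cuffdiff (version 1.3.0) gave an FPKM value for each gene. The deposited values cover 13623 genes, of which 12637 were above 0 in the GNP library and 12772 in the glia library. The FPKM values summed to 744843 in the GNP library and 887471 in the glia library, and genes with the symbol of a ribosomal protein made up 38.4% and 43.3% of these sums. Among genes low in both libraries the most common ratio of the glia to the GNP value was 1.22, which is the ratio expected of 1 read in each library when the GNP library is the deeper. With an assumed fragment length of 200 bases, the low values of genes with 1 annotated transcript correspond to 64.1 M mapped reads for GNP and 52.5 M for glia. Expression was compared as log2(FPKM + 1). Gene lists were described by the percentile of their median change among 10000 random lists of the same size and mean expression. The lists were written by hand from general knowledge of gene function before the data were examined, and they are not the gene sets of the Berkeley Drosophila Genome Project, which are not used here.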

The results show that expression levels of neural progenitor (NP) cell-specific genes are significantly higher than other tissue-specific genes in GNP cells. Similarly, expression levels of glial cell-specific genes are significantly higher than other tissue-specific genes in glial cells (Fig. 1B,C). 

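In the GNP library the 25 genes of the hand-written NP list had a median log2(FPKM + 1) of 5.37. The 74 genes of the 9 lists for tissues outside the nervous system had a median of 4.38, a difference of 0.99, and an NP gene was higher than a gene of these lists in 64.5% of the gene pairs. The NP list lay 2.66 above the crystal cell list, 1.91 above the germ cell list and 0.83 above the amnioserosa list, all on the log2 scale. The difference from the trachea list of 4 genes was 0.35, with the NP gene higher in 51.0% of the pairs. The muscle list had a median of 5.91 in the GNP library and was the only one of the 9 lists above the NP list. With only genes of a mean of at least 1 FPKM, the difference between the NP list and the 9 lists together was 0.78. The genes of one library are not replicates, and no p-value was computed.

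**Figure D1:**
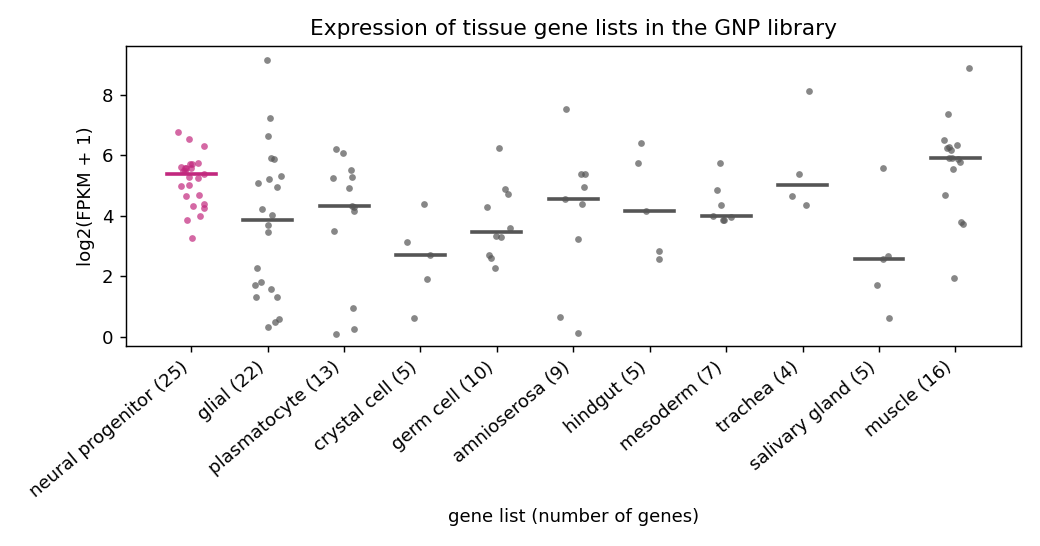
Expression of the NP list, the glial list and 9 lists of other tissues in the GNP library, as log2(FPKM + 1). Each point is a gene and each bar the median of its list; the NP list has a median of 5.37 and the muscle list one of 5.91.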

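The glial list of 22 genes, which leaves out repo, had a median log2(FPKM + 1) of 5.44 in the glia library, against 4.72 for the 74 genes of the other tissue lists. The difference was 0.72, and a glial gene was higher than a gene of these lists in 53.3% of the gene pairs. The glial list lay 3.23 above the germ cell list and 2.31 above the amnioserosa list. It lay 0.01 above the plasmatocyte list, 0.045 above the crystal cell list and 0.12 above the trachea list. A glial gene was higher in 45.8% of the pairs with plasmatocyte genes and in 44.3% of those with the 4 trachea genes. The muscle list had a median of 8.22, and a glial gene was higher than a muscle gene in 18.2% of the pairs. Between the libraries the glial list rose by a median log2 change of 0.94, at percentile 98.74 of the random lists. Of its genes 11 rose at least 2-fold, with CG31235 the most at 4.48, and Indy fell by 1.19. Of the NP list 13 of 25 genes fell at least 2-fold, with a median log2 change of -1.07 at percentile 0.39. The paper proposes that the nuclei are suited to profiling. It rests this on the expression of its own tissue-specific gene sets and on the H3K4me3 and H3K9ac signals at their promoters. The same section gives a high purity, counted as the share of mCherry-positive nuclei, and embryo staining for mCherry and Repo. Those gene sets, signals and counts are not analysed here.

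**Figure D2:**
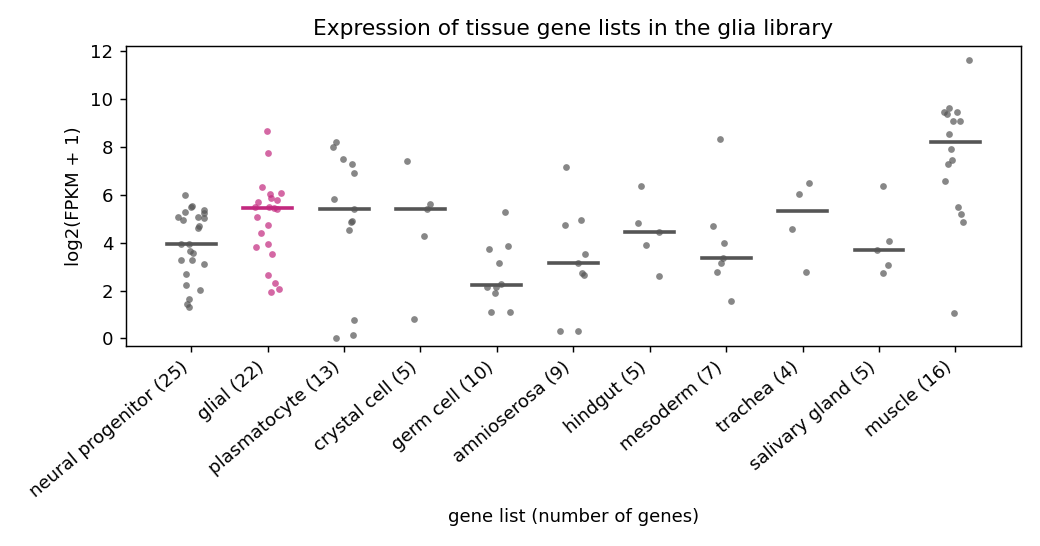
Expression of the NP list, the glial list and 9 lists of other tissues in the glia library, as log2(FPKM + 1). Each point is a gene and each bar the median of its list; the glial list has a median of 5.44 and the muscle list one of 8.22.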

Consistently, the active histone modification contents (H3K4me3 and H3K9ac) in promoter regions of NP cell-specific genes are significantly higher than other tissue-specific genes in GNP cells. We observed the same pattern of the histone modification signals for glial cell-specific genes in glial cells (Supplementary Fig. S1B,C). These findings demonstrate that expression profiles are consistent with the cell identities and suggest that the purified nuclei suitable for expression and chromatin profiling.

### Gene expression changes during the glial differentiation

Gene expression changes can provide cues for understanding the molecular mechanisms of biological processes. Therefore, we identified significantly differentially expressed (DE) genes during the glial differentiation, 725 down-regulated and 1562 up-regulated in glia (Fig. 2A). For example, the glial marker gene *Repo* is significantly up-regulated during the glial differentiation whereas the GNP marker gene *Gcm* is down-regulated (Fig. 2B). 

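Of the 13623 genes, 2893 were at least 2-fold higher in the glia library and 2231 at least 2-fold lower, on the log2(FPKM + 1) scale and without any test, since there was 1 library of each cell type. A limit of 4-fold gave 1153 higher and 614 lower genes. The larger of the 2 counts depended on the scaling of the libraries, because with each library scaled to TPM 2550 genes were higher and 2780 lower. The authors' deposited table calls 1672 genes higher and 782 genes lower in glia, with a largest p-value of 0.0105 among the calls. In the authors' deposited table 53.99% of the genes at least 2-fold higher are called, against 32.5% of the genes at least 2-fold lower. Among genes with a mean of at least 5 FPKM, the largest falls were those of CG4440, from 1095 to 22.6 FPKM, CG13465, BobA, Brd and l(1)sc. The largest rises were those of CG43220, which is listed at 0 in GNP and at 45.2 FPKM in glia, CG15353, w, CG15784 and Osi9. The authors' deposited table gives CG43220 a p-value of 0.0544 and does not call it, while CG15353, w, CG15784 and Osi9 are called higher. The BDGP6 transcript of CG43220 has 163 bases, fewer than the assumed fragment length of 200 bases. The gene w rose from 5.93 to 296 FPKM and Osi9 from 16.5 to 601 FPKM.

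**Figure D3:**
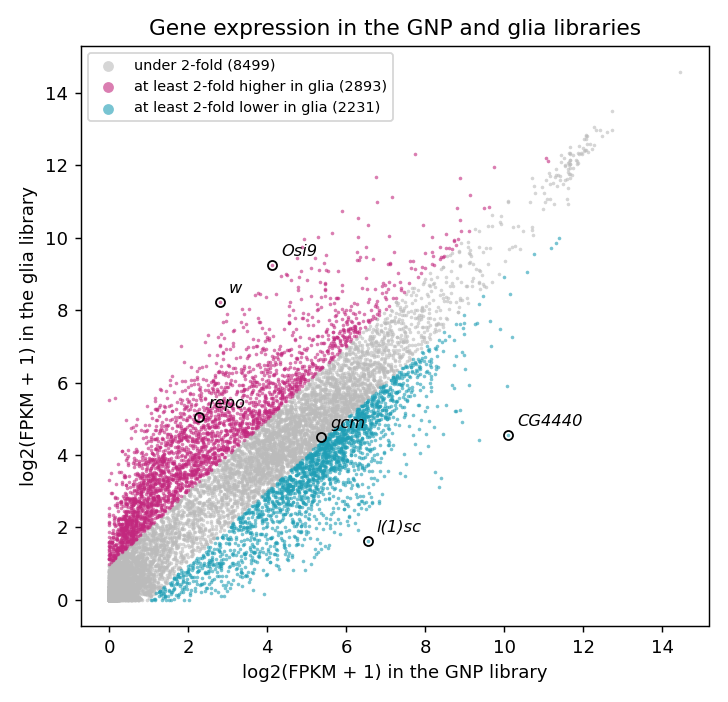
Expression of 13623 genes in the GNP library (horizontal axis) and the glia library (vertical axis), as log2(FPKM + 1). Each point is a gene; 2893 genes at least 2-fold higher in glia are magenta, 2231 at least 2-fold lower are cyan, and 6 genes are named.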

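The gene gcm, whose protein starts glial fate, lies on chromosome 2L of BDGP6 from 9579498 to 9581745 on the minus strand and has 2 exons. It was at 40.2 FPKM in the GNP library and 21.5 FPKM in the glia library, a log2 change of -0.87, which is under 2-fold. Only scaling to TPM took it past 2-fold, with a log2 change of -1.12. The authors' deposited table gives gcm a p-value of 0.323 and does not call it. The gene repo, whose protein is found in nearly all glia, lies on chromosome 3R of BDGP6 from 18236192 to 18239602 on the plus strand and also has 2 exons. It was at 3.84 FPKM in GNP and 32.0 FPKM in glia, a log2 change of 2.77 and a ratio of 8.32 between the FPKM values. In the authors' deposited table repo has a p-value of 0.00152 and is called higher in glia. At the depths estimated from the low values, repo had about 689 reads in GNP and 4690 in glia. The coordinates are those of BDGP6, a later build than the annotation the authors used.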

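Genes of the cell cycle were lower in the glia library throughout a hand-written list of 29. Their median log2 change was -3.13, below all 10000 random lists of the same size and mean expression, and 28 of them fell at least 2-fold, E2f being the exception at -0.48. CycB fell the most, from 1067 to 59.3 FPKM. The 22 genes of Notch signaling had a median log2 change of -1.73, also below all random lists. Of these, 14 fell at least 2-fold, with E(spl)mdelta-HLH the lowest at -3.78, while fng rose by 2.67 and Ser by 1.63. The 26 genes of chromatin remodelers had a median of -1.98, and 25 fell at least 2-fold, with Chd3 the lowest at -2.86 and Chd1 at -0.71. The authors' deposited table calls 24 of the cell cycle genes, 9 of the Notch genes and 11 of the chromatin remodelers lower in glia. For brm the authors' deposited table gives a p-value of 1.0, although its value fell from 143 to 32.1 FPKM. The 3 medians stayed below all random lists under each scaling and pseudocount tried.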

GO term analysis of the down-regulated DE genes identified enrichment for cell cycle, cell fate commitment, neuroblast fate determination, Notch signaling pathway, etc. stem cell-related functions (Fig. 2C). In contrast, the up-regulated DE genes are enriched for glial function-related GO terms such as transmission of nerve impulse, synaptic transmission, etc. 

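A hand-written list of 19 synaptic genes had a median log2 change of 2.05 in glia, at percentile 99.99 of the random lists. Of these, 15 rose at least 2-fold, with Sh the most at 3.20, and Csp fell by 1.29. The authors' deposited table calls 13 of them higher in glia and Csp lower. The list reached a median of 18.7 FPKM in the glia library. A list of 6 genes of neuron identity that are not part of the release machinery had a median log2 change of 1.88; fne rose by 4.39, while elav fell by 0.78. Of the 12 genes of chitin metabolism, 11 rose at least 2-fold, with a median log2 change of 2.63 above all random lists, and obst-E fell by 1.52. The cytochrome P450 list, 82 genes chosen by symbol to stand for oxidation and reduction, had a median log2 change of 0.20. This median lay at percentile 66.63, and the list was not set apart from random lists. Of the P450 list 23 genes rose and 5 fell at least 2-fold. The authors' deposited table calls 16 of the list higher and 4 lower in glia. Cyp1 of the P450 list encodes a cyclophilin and not a P450. Without Cyp1 the median of the other 81 genes was 0.1974, with 22 rising and 5 falling at least 2-fold. Many of these genes are near 0, where a pseudocount of 1 holds changes down: with a pseudocount of 0.1 the median was 0.58, at percentile 71.9, and with only genes of a mean of at least 1 FPKM it was 0.90, at percentile 89.89. With a pseudocount of 0.1, which moved the synaptic list most, its median log2 change was 2.64.

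**Figure D4:**
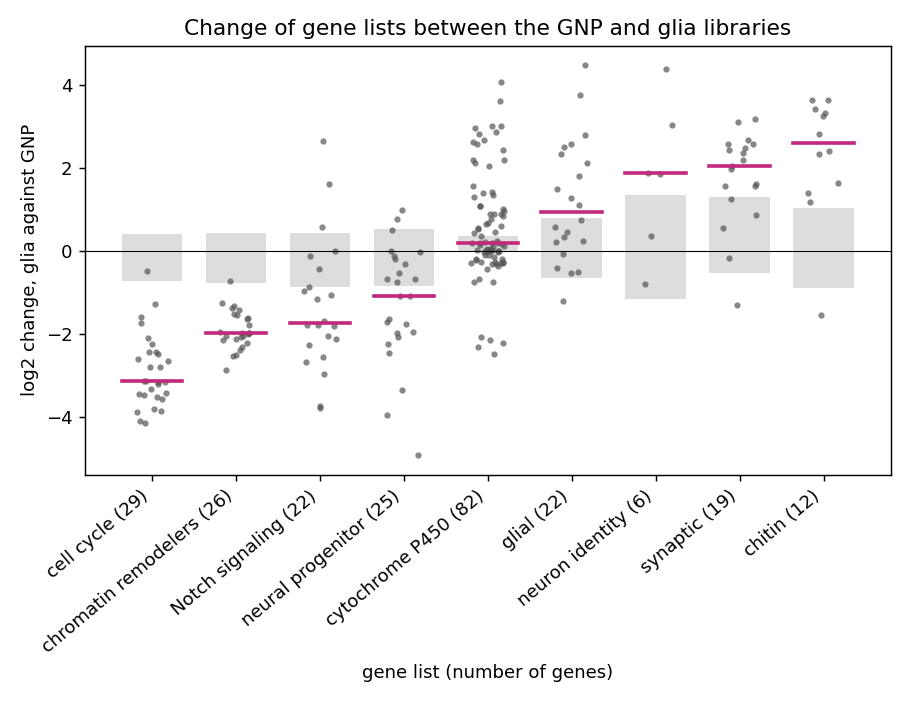
Log2 change from the GNP to the glia library for 9 gene lists, on the log2(FPKM + 1) scale. Each point is a gene, magenta bars are list medians, and grey boxes span the central 95% of the medians of 10000 random lists; the cell cycle median is -3.13 and the chitin median 2.63.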

(Fig. 2D). This implies that the gene expression program is switched to meet the distinct functions of these two neural cell types during the glial differentiation.

### Chromatin remodeling in the promoter regions

Chromatin state in the promoter regions plays a critical role in gene activity. Profiles of the core histone modification signals in the promoter regions show three major chromatin states: H3K4me3+/H3K9ac+, H3K27me3+, and none (Supplementary Fig. S2A). There are only few bivalent promoters (H3K4me3+/H3K27me3+). This is consistent with the previous finding that bivalency is not prevalent in fly embryo epigenome^19^. In order to reveal the impact of chromatin state on gene activity, we profiled expression levels of genes grouped by the chromatin state in the promoters. The results show that the expression levels of genes marked by H3K4me3+/H3K9ac+ are significantly higher than other groups of genes. The genes marked by H3K27me3+ have the lowest expression levels (Supplementary Fig. S2B). This indicates that chromatin states in the promoter regions are a good predictive for gene activity.

We further investigated how chromatin state dynamics functions in the glial differentiation. A total of 368 genes closely related to glial development and differentiation were collected from Berkeley *Drosophila* Genome Project^18^ and previous studies^20^,^21^. We correlated chromatin state dynamics in the promoters and the gene expression change, and found that the active histone marks H3K4me3 and H3K9ac positively regulated gene expression change whereas the repressive histone modification H3K27me3 had little effect on gene expression change (Fig. 3A). The expression levels are significantly increased and decreased in the designated two groups of genes: up-regulated and down-regulated, respectively (Supplementary Fig. S2C). A previous study found that low levels of histone acetylation was required for glial differentiation, especially, low levels of H3K9ac in endogenous glial cells^11^. Consistently, we observed that the overall H3K9ac signals in promoters was lower in glial cells than in GNP cells (Supplementary Fig. S2D). Here, it raises the question as whether it is the same case for the genes that function in glia and are up-regulated during the glial differentiation. To address this, we further examined the H3K9ac signal change in the promoters of such genes and surprisingly found that H3K9ac signals were increased in these genes during the glial differentiation (Fig. 3B,C and Supplementary Fig. S2E). This pattern is opposite to the overall pattern (Supplementary Fig. S2D). This finding is likely due to the higher resolution of ChIP-seq in this study compared to the immunolabeling in the previous study. Another active histone marker H3K4me3 signals are also increased in this group of genes. In contrast, There is no significant change in the repressive marker H3K27me3 (Fig. 3B). Interestingly, GO term analysis of this group of the up-regulated genes identified enrichment for glia-related GO terms such as gliogenesis, transmission of nerve impulse, etc. (Fig. 3D). Together, the results suggest that the average H3K9ac occupancy levels in the promoters decrease during the glial differentiation while H3K9ac occupancy levels increase in the up-regulated genes with glial functions.

### Nucleosome positioning dynamics in the promoter regions

To gain insights into nucleosome remodeling and its role during the glial differentiation, we first scanned the genome using a 200-bp window and calculated nucleosome occupancy in each window for the two cell types. Comparison analysis show that extensive nucleosome remodeling occurs during the glial differentiation and it results in a relative more closed chromatin structure (Supplementary Fig. S3A). This is consistent with the previous results that differentiated cells have a more condensed chromatin structure compared to pluripotent stem cells^2^.

We next predicted genome-wide nucleosome positions using the tool GeneTrack^22^ and analyzed nucleosome positioning changes on the basis of the distance between the two closest nucleosomes of the two cell types. Only 1.72% of nucleosomes remain the exactly same positions. 4.15% of nucleosomes are lost (2.22%) or gained (1.93%) during the glial differentiation. That is, the two closest nucleosomes from the two cell types overlap less than or equal to 20 bp. The rest of nucleosomes (94.1%) shift their positions (Fig. 4A). Nucleosome gain or loss is enriched in the promoter regions (Supplementary Fig. S3B). The previous study has revealed that NDRs in the promoter regions open chromatin and facilitate transcription^23^. Consistently, The nucleosome occupancy in NDRs in the promoter regions in GNP cells is significantly lower in NP cell-specific genes than other tissue-specific genes. Similarly, the nucleosome occupancy in NDRs in the promoter regions in glial cells is significantly lower in glial cell-specific genes than other tissue-specific genes (Supplementary Fig. S3C). Consistently, the NP cell-specific genes have higher expression levels in GNP cells than other tissue-specific genes. It is the same case for the glia-specific genes in the glial cells (Fig. 1B,C). Overall, we found nucleosome occupancy in NDRs in the promoter regions is negatively correlated with gene expression levels in GNP cells and glia (Fig. 4B). We further focused on the 545 genes that have an NDR in the promoter in GNP cells and the NDR is occupied by an nucleosome in glial cells. The expression levels of these genes are significantly higher in GNP cells than in glial cells. GO term analysis of these genes revealed that they were enriched for cell cycle, nuclear division, etc. functions related to stem cell pluripotency (Fig. 4C–E). Conversely, an NDR forms in the promoter regions of another set of genes (539) during the glial differentiation. Consequently, their expression levels are significantly increased in glial cells. These genes are enriched for glial function related GO terms: phosphate metabolic process, cell death, etc. (Fig. 4F–H).

### Nucleosome positioning dynamics in enhancers

Enhancers are distal *cis* regulatory elements beyond promoters and play a critical role in establishing and maintaining cell identity^24^,^25^. We identified 3698 enhancers and classified them by histone modifications in a similar way used in the previous study^25^. We designated the H3K4me1+/H3K27ac+/H3K27me3- enhancers as active, the H3K4me1+/H3K27ac-/H3K27me3+ enhancers as poised, and the rest as intermediate. Consistent with this classification, expression analyses reveal that the active enhancer associated genes are expressed at the highest levels, the poised enhancer associated genes are expressed at the lowest levels, and the intermediate enhancer associated genes are expressed at the intermediate levels (Supplementary Fig. S4A). Interestingly, 89.1% of poised enhancers in GNP cells remain poised in glial cells. GO term analyses of the genes associated with these enhancers identified enrichment for non-neural tissue development such as head segmentation, leg disc development, heart development, etc. (Supplementary Fig. S4B).

Nucleosome remodeling in enhancers changes DNA accessibility and regulates gene activity. Thus, we scanned enhancers and identified regions of at least 150 bp (~length of a nucleosome). These regions are defined as enhancer NDRs. Their length ranges from 154–417 bp and peaks at 163 bp (Fig. 5A). This indicates that only one nucleosome is disassembled within enhancers in most cases during the glial differentiation. Total of 1672 NDRs form in glial enhancers. We clustered these enhancers based on their nucleosome occupancy in GNP cells and obtained three groups (Fig. 5B). Comparison of nucleosome occupancy in the regions centering these NDRs between GNP and glial cells shows that an nucleosome is evicted to form the NDRs in C1 group during glial differentiation. In contrast, the upstream nucleosomes shift upstream to form the NDRs in C2 group whereas the downstream nucleosomes shift downstream to form the NDRs in C3 group (Fig. 5B). Therefore, these NDRs in glial enhancers are generated in two modes: nucleosome eviction and shift. The expression levels of the genes associated with these enhancers are significantly increased in glial cells than in GNP cells (Fig. 5C). This suggests that NDR formation within enhancers facilitates gene transcription. We next examined the chromatin state of these enhancers in GNP cells. The results show that there is no significantly difference in the chromatin state distribution in GNP cells between enhancers with NDR formation through nucleosome eviction and shift. There is also no bias in either of the three chromatin states: active, poised, and intermediate (Fig. 5D). This finding indicates that NDR formation mode in the glial cells is independent of enhancer original chromatin state in the neural progenitor cells.

## Discussion

Chromatin structure is the underpinning of gene regulation. Nucleosome occupancy and post-translational histone modifications are the key two chromatin remodeling factors and play a critical role in cell differentiation. Profiling analyses of gene expression and core histone modification signals in affinity-purified neural progenitor cells and glial cells from early *Drosophila* embryos show a low level of average H3K9ac signals in promoters in glial cells compared to GNP cells. However, H3K9ac signals are still increased in the group of genes that are involved in glial functions and whose expression levels are increased during the glial differentiation. Nucleosome positioning facilitates the glial differentiation through NDR formation in both promoters and enhancers. NDRs form in enhancers in two modes: nucleosome shift and eviction. These findings shed new light on patterns of chromatin remodeling and its epigenetic regulatory role during *in vivo* neural progenitor cells differentiating into glial cells.

*Gcm* regulates both glial cell differentiation and the development of the plasmatocyte/macrophage lineage of hemocytes^26^,^27^,^28^. It starts expression in the embryo at stage 5 and continues expression in hemocyte precursors through stage 11^29^,^30^. This raises the question as to whether the affinity-purified GNP cells can represent NP cells. Expression profiling of different tissue specific gene sets in GNP cells shows that the expression levels of NP cell-specific genes are significantly higher than hemocyte lineage genes (plasmatocytes anlage) and other tissue specific genes (Fig. 1B). 

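The plasmatocyte list, written by hand as the other lists were, had 13 genes with a median log2(FPKM + 1) of 4.34 in the GNP library. The NP list was 1.04 higher, and an NP gene was above a plasmatocyte gene in 68.3% of the gene pairs. This difference depended on genes of the plasmatocyte list near 0, since with only genes of a mean of at least 1 FPKM it was 0.28. In GNP the hemocyte regulator srp was at 45.2 FPKM, crq at 29.5 FPKM and Pxn at 10.2 FPKM, while Hml was at 0.945 FPKM and eater at 0.0556 FPKM. The crystal cell regulator lz was at 0.522 FPKM.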

Consistently, H3K4me3 and H3K9ac signals in the promoters of NP cell specific genes are significantly higher than hemocyte lineage genes and other tissue specific genes in GNP cells (Supplementary Fig. S1B). This suggests that affinity-purified GNP cells indeed mainly contain NP cells. As a matter of fact, it was reported that *Gcm* expression rapidly disappears after stage 11^29^. Coincidentally, GNP cells are isolated from stage-11 embryos in this study. Taken together, affinity-purified GNP cells from stage-11 embryos are appropriate for profiling of gene expression and chromatin state for NP cells.

Histone modifications play an important role in cell fate determination. It has been reported that low levels of H3K9ac signals are a prerequisite for glial differentiation^11^. However, the technical limit of immunohistochemical staining failed to examine histone modification signals of a certain group of genes. In contrast, ChIP-seq technology used in this study allowed us to observe increased H3K9ac signals in a group of genes important to glial differentiation as well as the overall low H3K9ac levels.

Enhancers are distal *cis* regulatory elements and also play a critical role in lineage commitment^31^,^32^,^33^. The study on chromatin state dynamics during hematopoietic differentiation found that enhancer establishment was initiated earlier and could predicate the differentiation potential of progenitor cells prior to gene expression profiles^8^. Our results show that NDRs form in enhancers and regulate gene expression during the glial differentiation. It will be interesting to know whether NDRs within enhancers can serve as a predictive of cell fate for progenitor cells. To achieve this aim, multiple neural progenitor cells at different embryonic stages are required. Consequently, the availability of pure marker genes for the different intermediate neural cell types during neural stem cells differentiating to multiple mature neural cells is a prerequisite.

ATP-dependent chromatin remodeling enzymes are a key factor regulating nucleosome positioning. Different families of chromatin remodelers impact nucleosome organization in distinct fashions. For example, chromatin remodeler ISWI facilitates nucleosome placement in DNA sequences favoring nucleosome formation whereas remodeler families (P)BAP, NURD, and INO80 help nucleosome placement in DNA sequences disfavoring nucleosome formation^34^. Knockdown of Brhama complex, the ATPase subunit of SWI/SNF class of chromatin remodelers, shows that Brahma regulates multiple physical properties of *in vivo* nucleosome positioning during *Drosophila* embryonic development^35^. Which chromatin remodeling enzyme(s) are involve in NDR formation within enhancers during the glial differentiation? Further screening, *Drosophila* line generation, knockdown etc. assays are needed to address this question. This will largely improve our understanding of *in vivo* chromatin remodeling and its role during the glial differentiation.

## Methods

### *Drosophila* lines

The transgenic line *w*^*1118*^; *p[UASRG]6* (III)^17^ was a gift from Professor Steven Henikoff, Fred Hutchinson Cancer Research Center. This stock expresses the transgene *3xFLAG-BLRP-mCherry-RanGap* and *BirA* under the control of GAL4. Other *Drosophila* lines *Gcm-Gal4, UAS-mCDGFP* (II), *Repo-Gal4/Tm3* (III), *Sp/Cyo; Dr/Tm6B* (II, III), and *Tm3/Tm6B* (III) were obtained from the Bloomington stock center.

The *Drosophila* line used to collect *Gcm*-expressed neural progenitor nuclei is generated as follows: G*cm-Gal4, UAS-mCDGFP* virgin flies were crossed with *Sp/Cyo; Dr/Tm6B* male flies to generate F1 offspring *Gcm-Gal4, UAS-mCDGFP/Cyo; +/Tm6B* (female). *w*^*1118*^; *p[UASRG]6* virgin flies were crossed with *Sp/Cyo;Dr/Tm6B* male flies to generate F1 offspring *+/Cyo*; *p[UASRG]6/Tm6B* (female). These two types of F1 female virgins were crossed with *Sp/Cyo; Dr/Tm6B* male flies to create F2 offspring *Gcm-Gal4, UAS-mCDGFP/Cyo; Dr/Tm6B* (female) and *Sp/Cyo*; *p[UASRG]6/Tm6B* (male), respectively. The F2 fly cross produces F3 offspring *Gcm-Gal4, UAS-mCDGFP/Cyo; p[UASRG]6/Tm6B*. The selfcross of F3 flies generates F4 offspring *Gcm-Gal4, UAS-mCDGFP; p[UASRG]6*. The embryos of F4 flies by selfcross were collected to isolate the neural progenitor cells.

The *Drosophila* line used to collect glial nuclei is generated as follows: *Repo-Gal4/Tm3, Ser, Twi-GFP* virgin flies were crossed with *w*^*1118*^*; p[UASRG]6* male flies. The male F1 offspring (*Repo-Gal4*, *p[UASRG]6/Tm3*) was retained by checking mcherry fluorescence in the third larva by fluorescence microscope, and crossed with *Tm3/TM6B* virgin flies to generate F2 offspring *Repo-Gal4*, *p[UASRG]6/Tm3* flies. The embryos of F2 flies by selfcross were collected to isolate the glial cells.

### Antibodies

Antibodies for ChIP assays include H3K4me1 (ab8895, Abcam), H3K4me3 (ab8580, Abcam), H3K27ac(ab4729, Abcam), H3K27me3 (ab6002, Abcam), H3K9ac (ab10812, Abcam). Antibodies for immunostaining are mouse-Repo from Developmental Studies Hybridoma Bank (DSHB), donkey anti-mouse IgG H&L (Cy™5, Jackson ImmunoResearch). Anti-Flag-coated M2 magnetic beads (Sigma-Aldrich) were used for affinity purification.

### Collection of *Drosophila* embryos

Embryos were collected on grape juice plates with yeast paste from embryo collection cages for 2 hr, and allowed to develop for 5 and 12 additional hours at 25 °C. Then embryos are 5–7h-old and 12–14h-old, respectively and collected for cross-linking. Embryos were transfered onto the mesh with PBST (PBS (137 mM NaCl, 4.3 mM Na_2_HPO_4_, 1.4 mM NaH_2_PO_4_) + 0.1% Triton-X-100), and were rinsed with tap water to remove the yeast. Then embryos were dechorionated with 50% solution of bleach for 3 minutes and were cross-linked in a 1:3 mix of ChIP-fixed buffer (50 mM pH 7.6 HEPES, 100 mM NaCl, 0.1 mM EDTA, 0.5 mM EGTA) with 1.8% formaldehyde and heptane for 15 min on a shaker with speed at 300 rpm. The aqueous and organic phase was replaced PBST with 0.25 mM glycine to terminate cross-linked reaction, and fixed embryos were rinsed by PBST for 3 times, and were store at −80 °C.

### Purification of affinity-tagged nuclei from *Drosophila* embryos

Purification of tagged nuclei was performed using INTACT technology as described previously^17^,^36^. Briefly, 0.3–0.5 g fixed embryos were suspended in 4 mL of cold HB125 buffer (15 mM NaCl, 40 mM KCl, 15 mM pH 7.5 Tris-HCl, 0.125 M sucrose, 0.5 mM spermidine, 0.15 mM spermine, EDTA, 0.5 mM EGTA, 1 X Complete protease inhibitor (PI)) and dounce homogenized. Add 0.5 mL of 5 mg/mL DAPI solution if it is needed to monitor bead binding. Nuclei mixture was filtered through one layer of Miracloth into 50 mL conical tube and diluted to 40 mL of cold HB125 buffer, and added 3 mL of Optiprep (Sigma-Aldrich), then centrifuged at 1000 g for 10 min at 4 °C. The supernatant and Optiprep cushion were discarded, leaving ~2 mL of solution containing nuclei concentrated at the interface. Isolated nuclei were suspended in HB125 with 60 μL of anti-Flag M2 magnetic beads slurry and incubated on a rotator for 2 hr at 4 °C. Beads with affinity-bound nuclei were absorbed by magnet and washed by HB125 three times. Purified nuclei are stored at −80 °C for future use.

### MNase-seq and ChIP-seq

Affinity-purified nuclei were collected by centrifugation at 1000 g for 5 min, suspended in 500 μL 37 °C pre-heated MNase digestion buffer (10 mM pH 7.5 Tris–HCl, 15 mM NaCl, 60 mM KCl, 2 mM CaCl_2_, 0.15 mM spermine, 0.5 mM spermidine, 1X PI) with 12U MNase (Micrococcal nuclease, Worthington Biochemical Corporation), and then incubated at 37 °C for 20 min. Terminated the digestion on ice for 10 min by adding EDTA to a final concentration of 10 mM. Supernatant was discarded and pellet was washed with A2 buffer (140 mM NaCl, 15 mM pH 7.6 HEPES, 1 mM EDTA, 0.5 mM EGTA, 0.1% Triton X-100, 0.1% sodium deoxycholate, 1X PI), and resuspended in A2 buffer with 0.1% SDS. The pellet was dissolved through sonication with 3 cycles of 20 s duration with at least 40 s pause between cycles at the power setting of 6 (out of 20) on Misonix sonicator XL-2000. The supernatant was retained for next ChIP assay, or reversal of cross-linking to harvest nucleosomal DNA as follow: the supernatant was treated with RNase A at 37 °C for 0.5–1 hours and Proteinase K at 65 °C for 2 hours, respectively. Next, the nucleosomal DNA mixture was extracted by phenol-chloroform and precipitated with a 1:10:100:200 mix of 20 mg/mL glycogen, 3 M pH 5.3 NaOAc, nucleosomal DNA mixture and cold 100% ethanol.

We used 10–15 μg of chromatin for each chromatin immunoprecipitation (IP) reaction with histone modification antibodies of appropriate doses as indicated in the specification. Mixture contained chromatin, antibody, and ChIP buffer (16.7 mM pH 8.1 Tris-HCl, 167 mM NaCl, 1.2 mM EDTA, 1% Triton X-100, 0.01% SDS) were incubated on a rotator overnight at 4 °C. Then 20 μL of ChIP Grade Protein G Magnetic Beads (Cell Signaling #9006) was added to each IP reaction. The mixture was incubated for 2 hr with rotation. Next, beads were washed three times with low salt wash buffer (2 mM EDTA; 20 mM pH 8.1 Tris-HCl, 0.1% SDS, 1% Triton X-100, 150 mM NaCl) and once with high salt wash buffer (2 mM EDTA, 20 mM pH 8.1 Tris-HCl, 0.1% SDS, 1% Triton X-100, 500 mM NaCl), 5 min for each wash. Beads were suspended in 150 μL of ChIP elution buffer (50 mM pH 8.1 Tris-HCl, 10 mM EDTA, 0.1% SDS) at 65 °C for 45 min. Finally, we reversed cross-linking to harvest ChIP’ed DNA fragments and sequenced them on Illumina HiSeq2000 platform using 49 bp single end protocol.

### Immunofluorescence staining

We dechorionated embryos in 50% solution of bleach and then fixed them in a 1:1 mix of 4% formaldehyde in PBS with 0.3% Tween 20 and heptane for 20 min on a shaker. The aqueous phase was discarded and replaced with methanol, and embryos were shaken for 3~5 min at 300 rpm to burst vitelline membranes. Embryos were rinsed three times in methanol and rinsed three times in PBS with 0.3% triton X-100. Embryos were blocked with PBST supplemented by 5% normal donkey serum (NDS) for 30 min, then incubated with primary antibodies of various dilutions in PBST containing 5% NDS overnight at 4 °C. The embryos were washed as above described, followed by incubation with the secondary antibody for 1–2 hours, then were washed three times again to avoid non-specific binding. The stained embryos were mounted on slides in PBS with additional 50% glycerol. Slides were examined on Zeiss Imager M2 microscopy. To evaluate the purity of affinity-isolated nuclei, DAPI-stained total and affinity-purified nuclei were counted on a hemacytometer, respectively.

### RNA-seq analysis

Nuclear RNA was extracted from affinity-purified tagged nuclei using the RNeasy Micro Kit (Qiagen). Genomic DNA was removed with Turbo DNA-free kit (Ambion). The cDNA library for RNA sequencing was constructed using standard Illumina libraries prep protocols. Sequencing was conducted on Illumina HiSeq2000 platform using 49 bp single end protocol. Sequencing reads were mapped to *Drosophila* transcripts (FlyBase r5.43) using Tophat (v1.3.1) with default parameters setting^37^. Uniquely mapped reads were assembled into transcripts guided by reference annotation with Cuffdiff (v1.3.0)^37^ to calculate gene expression levels that were normalized as Read Per Kilobase per Million mapped reads (RPKM). The differentially expressed genes were identified with FDR < 0.05.

### Functional annotation analysis

Gene ontology analysis of gene set was performed using the functional annotation tool DAVID (v6.7)^38^.

### Histone modification change in the promoters

Histone modification sequencing reads were mapped to the *Drosophila* reference genome (dm3) with up to two mismatches using Bowtie^39^. Promoters are defined as the ±1 kb regions of the TSSs. Each read represents a modified nucleosome and was extended toward 3′ end to a length of 147 bp. The midpoint of the extended read defines the read position. Read distance to TSS were binned in 5-bp interval. Histone modification signal is measured by the read count in the bins. Finally, histone modification signal in each bin was further normalized as Read Per Million mapped reads (RPM) and smoothed with 5 bins. We further clustering each histone modification signals in promoters by K-means (K = 2) to classify promoters into two groups with or without this histone modification.

### Determination of enhancers and the chromatin states

Enhancers were H3K4me1 enriched peaks that were identified by the tool HOMER using a 1000-bp sliding window with a false discovery rate of 0.1%^40^. The enhancers of the two cell types with distance less than 500 bp were merged by retaining the one with highest HOMER score. Next, we discarded the enhancers at least 50% of whose length overlaps with promoter regions. Then, we calculated the read count of histone modifications (H3K4me1, H3K27ac, H3K27me3) in the ±3 kb regions of enhancer center in 50-bp window (total 120 windows). We further normalized the histone modification occupancy using the total reads within the ±3 kb regions. We next determined the chromatin state of enhancers by clustering the histone modification signals: H3K4me1 + /H3K27ac + as active, H3K4me1 + /H3K27me3- as poised, and the rest as intermediate.

### Prediction of nucleosome positions and analysis of positioning dynamics

Nucleosomal DNA sequencing reads were aligned to the *Drosophila* reference genome (dm3) with up to two mismatches using Bowtie^39^. The uniquely mapped reads were used to predict nucleosome positions using the peak-calling tool GeneTrack^22^. The read counts within each nucleosome calculated by GeneTrack were further normalized as RPM by total uniquely mapped reads. Each nucleosome was assigned to promoter, genic and intergenic regions depending on which region the dyad of nucleosome located.

Nucleosome organization within a region was shown in heatmap as follows: we located nucleosomal reads in the genome that comprise nucleosomes predicted by GeneTrack. Then we summed read counts nucleosome occupancy using a 5-bp bin and smoothed with 5 bins. We further normalized the nucleosome occupancy using the total reads within the region.

## Additional Information

**Accession codes:** The RNA-seq, MNase-seq and ChIP-seq data sets have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE83377.

**How to cite this article**: Ye, Y. *et al.* Chromatin remodeling during the *in vivo* glial differentiation in early *Drosophila* embryos. *Sci. Rep.* **6**, 33422; doi: 10.1038/srep33422 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
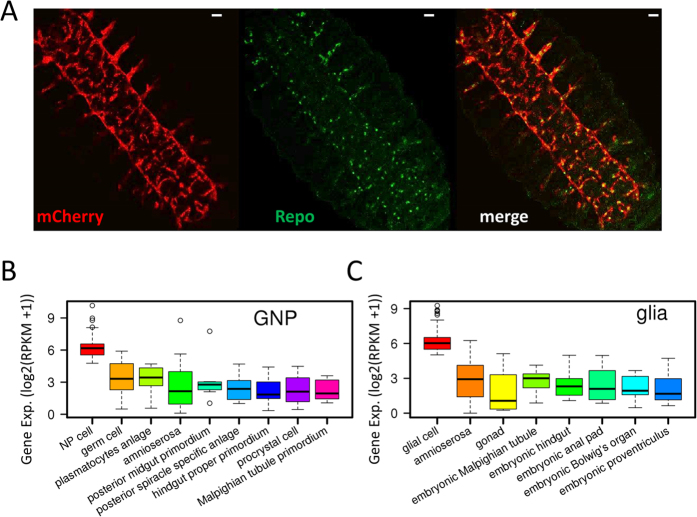
Affinity purification of glial nuclei from *Drosophila* embryos. (**A**) Detection of mCherry (red) epitope and endogenous Repo (green) expression in a fixed stage-15 embryo (*Repo*-*Gal4* > *UAS*-*NTF*). Scale bar: 20 μm. (**B**) The expression levels of neural progenitor (NP) cell-specific genes are significantly higher than other tissue-specific genes in the isolated nuclei of GNP cells. (**C**) The expression levels of glial cell-specific genes are significantly higher than other tissue-specific genes in the isolated glial nuclei. All p-values are less than 0.01 in (**B**,**C**) (Wilcoxon rank sum test).

**Figure 2:**
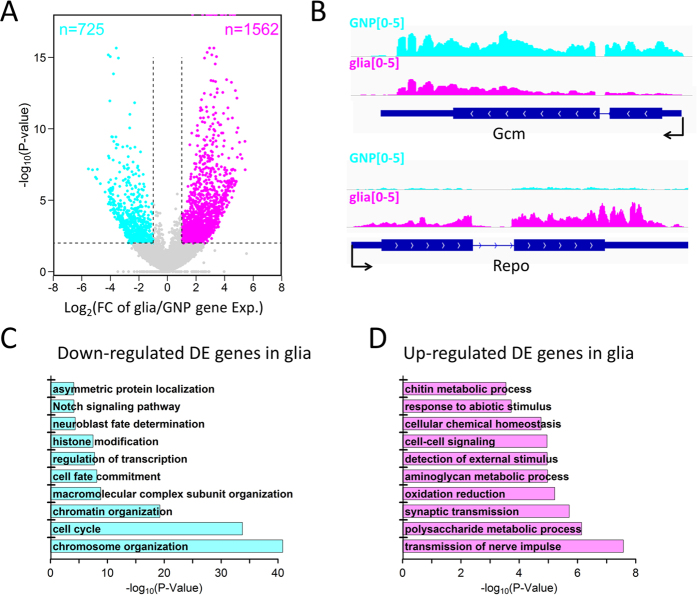
Expression profiles during the glial differentiation. (**A**) Volcano plot shows the significantly differentially expressed (DE) genes in colors, up-regulated (magenta) and down-regulated (cyan) in glia. The numbers of the DE genes are also given. (**B**) Track view for expression levels of the two marker genes *Gcm* and *Repo* in the two cell types. (**C,D**) GO analysis results for DE genes, down-regulated (**C**) and up-regulated (**D**) in glia.

**Figure 3:**
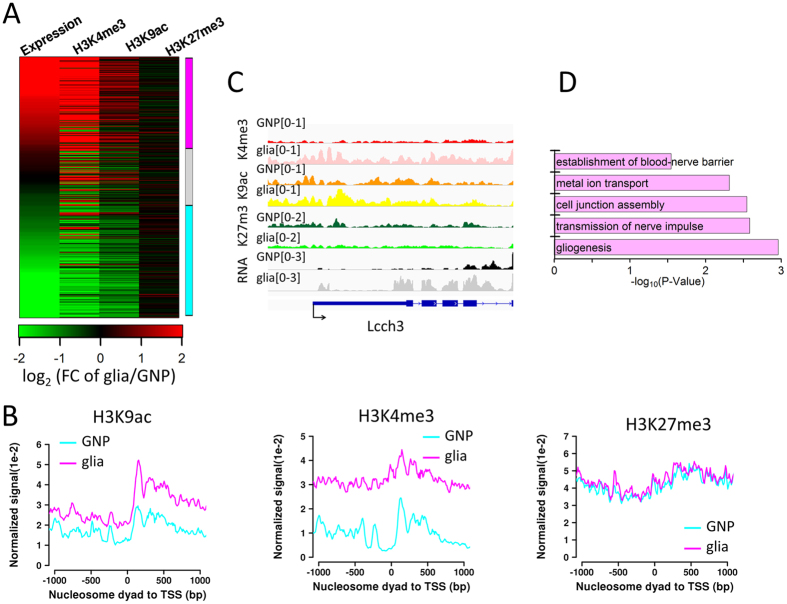
Histone modification change in promoter regions. (**A**) Heatmap showing fold change of expression levels and core histone modification signals of the collected glia-related genes. The genes are ordered by the fold change of gene expression levels and divided into three groups: up-regulated (>1.5 fold, magenta), no change (gray), and down-regulated (>1.5 fold, cyan) in glia. (**B**) Core histone modification signals in the regions around TSS of the up-regulated genes in (**A**). (**C**) Track view for expression levels, core histone modification signals in the glial gene *Lcch3* In the two cell types. (**D**) GO analysis results for the up-regulated genes in (**A**).

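Lcch3, which encodes a subunit of a ligand-gated ion channel, lies on chromosome X of BDGP6 from 15925105 to 15928529 on the plus strand and has 8 exons. Its expression was 0.979 FPKM in the GNP library and 8.94 FPKM in the glia library, a log2 change of 2.33 on the log2(FPKM + 1) scale. With 1 annotated transcript and the depths estimated from the low values, this corresponds to about 107 reads in GNP and 800 reads in glia. The authors' deposited table calls Lcch3 higher in glia, with a p-value of 0.00277. Under a pseudocount of 0.1 the log2 change was 3.07. The limit of 1.5-fold, taken over all 13623 genes in place of the glia-related genes, which are not analysed here, gave 4057 higher and 3287 lower genes.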

**Figure 4:**
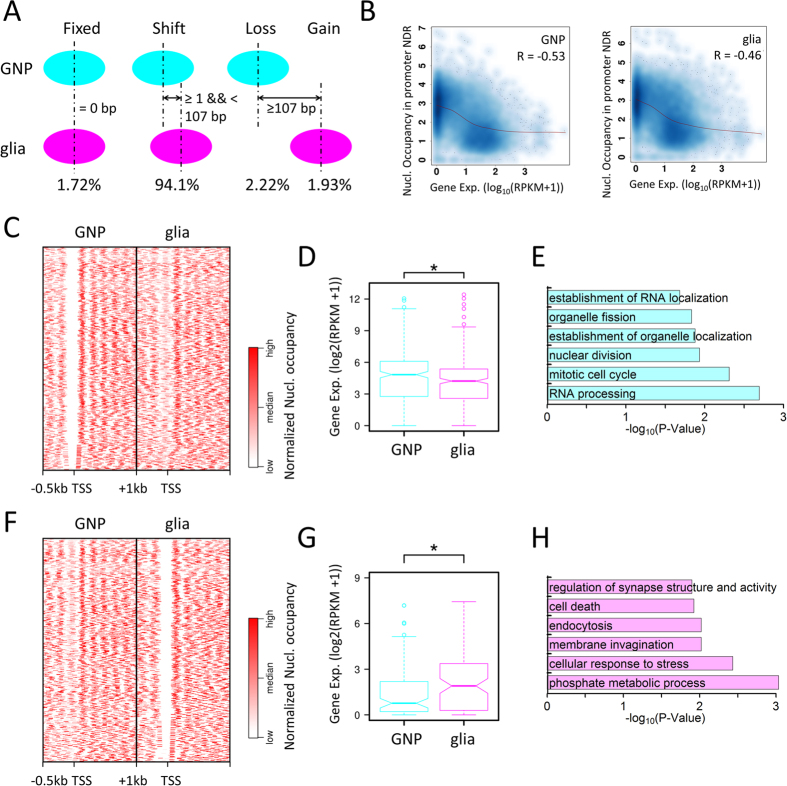
Nucleosome positioning dynamics in promoter regions. (**A**) Schematic for nucleosome remodeling: fixed nucleosome, nucleosome shift, loss, and gain. (**B**) Negative correlation between nucleosome occupancy in promoter NDRs and gene expression level. Spearman’s correlation coefficients are given. (**C**) Heatmap showing NDRs in the region [−200, +50 bp] of TSS in the GNP cells that are occupied by nucleosome(s) in the glial cells. **(D)** Expression profiles of the genes in (**C**) (*p < 0.05, Wilcoxon rank sum test). (**E**) GO analysis results for the genes in (**C**). (**F**) Heatmap showing NDRs in the region [−200, +50 bp] of TSS in the glial cells that are originally occupied by nucleosome(s) in the GNP cells. (**G**) Expression profiles of the genes in (**F**) (*p < 0.05, Wilcoxon rank sum test). (**H**) GO analysis results for the genes in (**F**).

**Figure 5:**
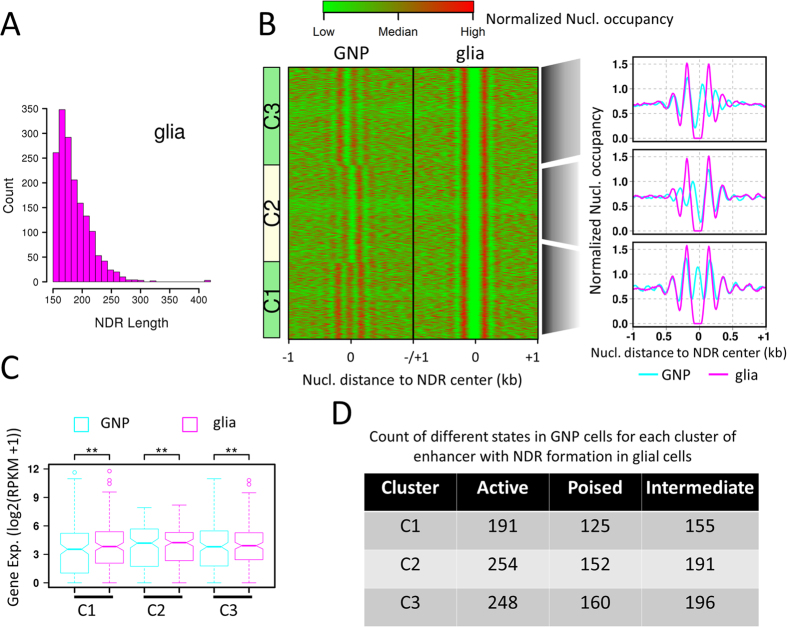
Nucleosome positioning dynamics in enhancers. (**A**) Frequency distribution of length of enhancer NDRs. (**B**) Heatmap: clustering view of nucleosome organization in ±1 kb regions centering at NDRs in glial enhancers. Curve plots: the composite distribution of nucleosomes to the center of NDRs in glial enhancers. (**C**) Expression profiles of the genes associated with the enhancers in (**B**). (**D**) Statistics of enhancers in (**B**) categorized by the chromatin state in the GNP cells.

# Supplementary material for: Chromatin remodeling during the in vivo glial differentiation in early Drosophila embryos
**Source:** Sci Rep. 2016 Sep 16;6:33422. doi: 10.1038/srep33422
**Supplement:** Supplementary Information

# Chromatin remodeling during the *in vivo* glial differentiation in early *Drosophila* embryos

Youqiong Ye, Liang Gu, Xiaolong Chen, Jiejun Shi, Xiaobai Zhang\* and Cizhong Jiang\*

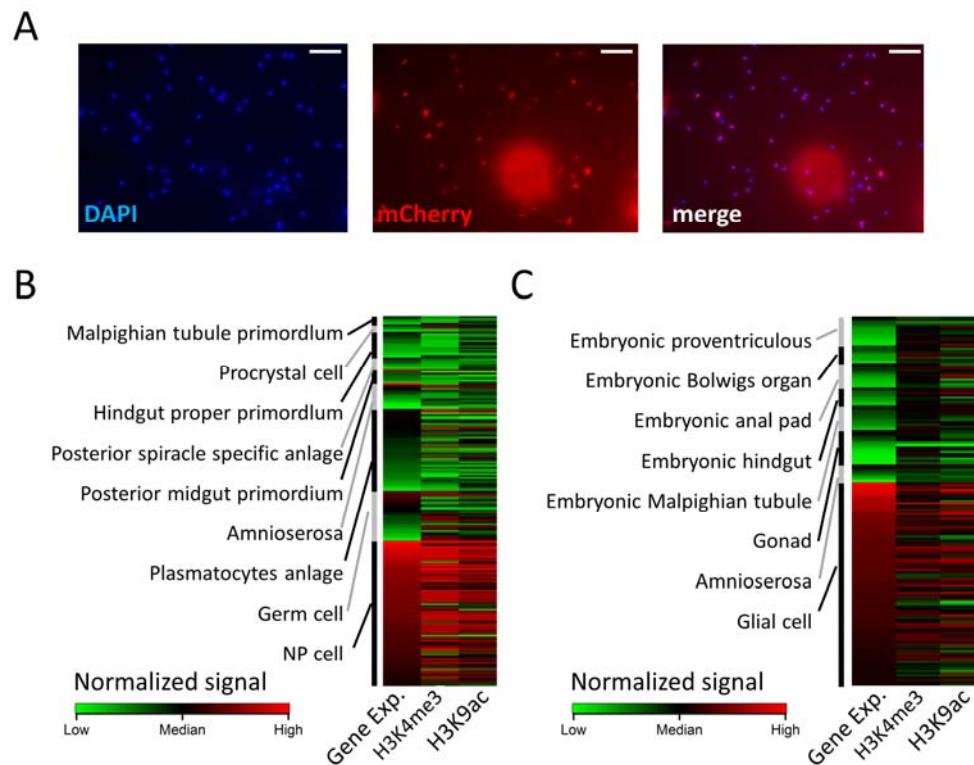

**Figure S1. Purity and histone modification profiles of isolated cell type-specific nuclei from *Drosophila* embryos.**

**(A)** High purity of affinity-captured cell type-specific nuclei. The purity of the affinity-purified nuclei is measured by the ratio of the mCherry-positive nuclei count to the total nuclei count. Scale bar: 40  $\mu$ m. **(B-C)** Heatmaps show the profiles of core histone modifications in the promoter regions ( $\pm 1$  kb of TSS) of different tissue-specific genes in the purified nuclei of GNP (B) and glial (C) cells. Genes are sorted descendingly by expression level within each tissue.

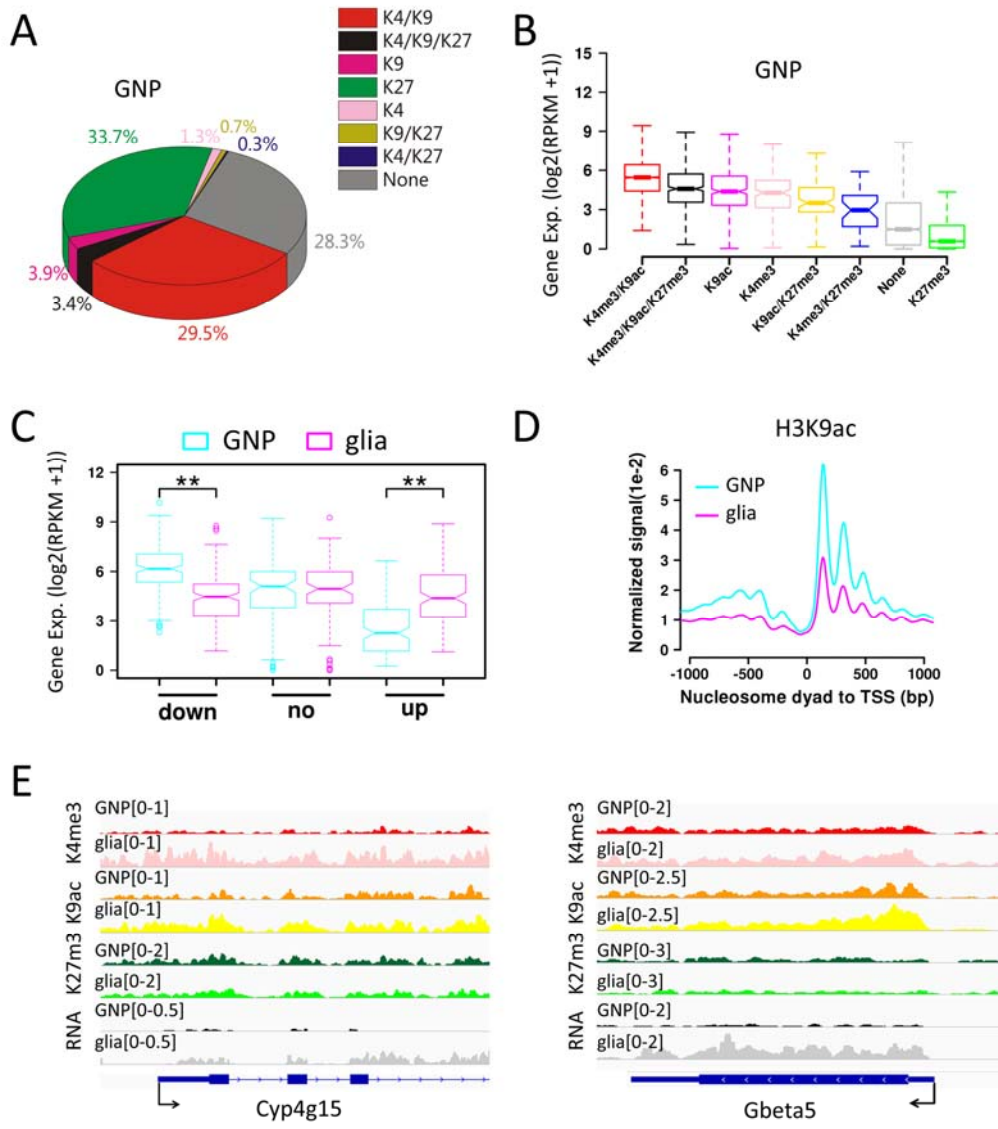

**Figure S2. Relationship between gene expression and chromatin state in promoter regions.**

**(A)** Categorization of promoters in the GNP cells by combination of histone modification signals. 

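Cyp4g15, a cytochrome P450 gene, lies on chromosome X of BDGP6 from 11477058 to 11483233 on the plus strand, and both of its annotated transcripts have 6 exons. It rose from 0.676 FPKM in the GNP library to 12.7 FPKM in the glia library, a log2 change of 3.03 on the log2(FPKM + 1) scale. The G protein subunit gene Gbeta5 lies on the same chromosome from 8150731 to 8152275 on the minus strand and has 1 exon. Its value was 2.22 FPKM in GNP and 19.9 FPKM in glia, a log2 change of 2.70. In the authors' deposited table both genes are called higher in glia, with p-values of 1.79e-07 for Cyp4g15 and 0.00242 for Gbeta5. A pseudocount of 0.1 gave log2 changes of 4.04 and 3.11.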

Similar results are obtained in the glial cells (data not shown here). **(B)** Expression profiles of gene sets grouped by chromatin states in (A). **(C)** Expression profiles of glia-related gene sets grouped by expression change fold in Figure 3A. **(D)** The average H3K9ac signals in the regions around TSS of all genes. **(E)** Track view for expression levels, core histone modification signals in the glial genes *Cyp4g15* and *Gbeta5* in the two cell types.

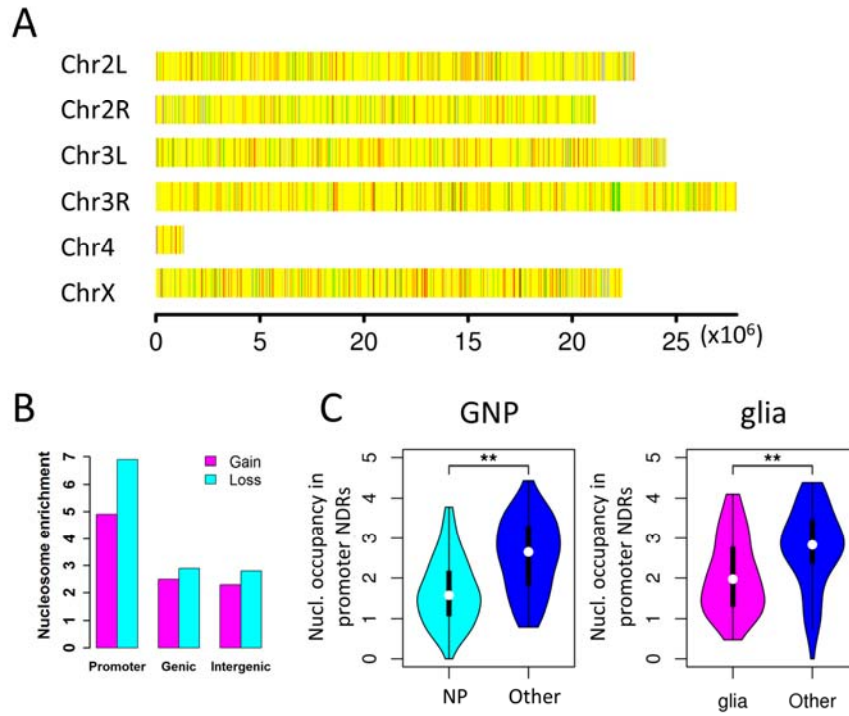

**Figure S3. Dynamic nucleosome positioning.**

**(A)** Nucleosome occupancy change across the genome by chromosomes. The ratio of nucleosome occupancy in each 200-bp window is shown in colors. Red regions indicate that nucleosome occupancy in glia is at least 1.5-fold higher than GNP cells. Green regions indicate that nucleosome occupancy in neurons is at least 1.5-fold lower than GNP cells. Grey indicates regions of Ns in the genome. Yellow regions are the rest of regions. **(B)** Enrichment of nucleosome gain and loss in different genomic regions. The enrichment of gained / lost nucleosomes in promoters equals to the number of nucleosomes locating in promoters normalized by the length of promoters. The enrichment of gained / lost nucleosomes in genic and intergenic regions are calculated in the same way. **(C)** Profiles of nucleosome occupancy in the promoter NDRs in NP- and other tissue-specific genes in the GNP cells (left), and in glia- and other tissue-specific genes in the glial cells (right) (\*\*:  $p < 0.01$ , Wilcoxon rank sum test). Other tissues include all the non-NP tissues and non-glia tissues in Figure S1B, respectively.

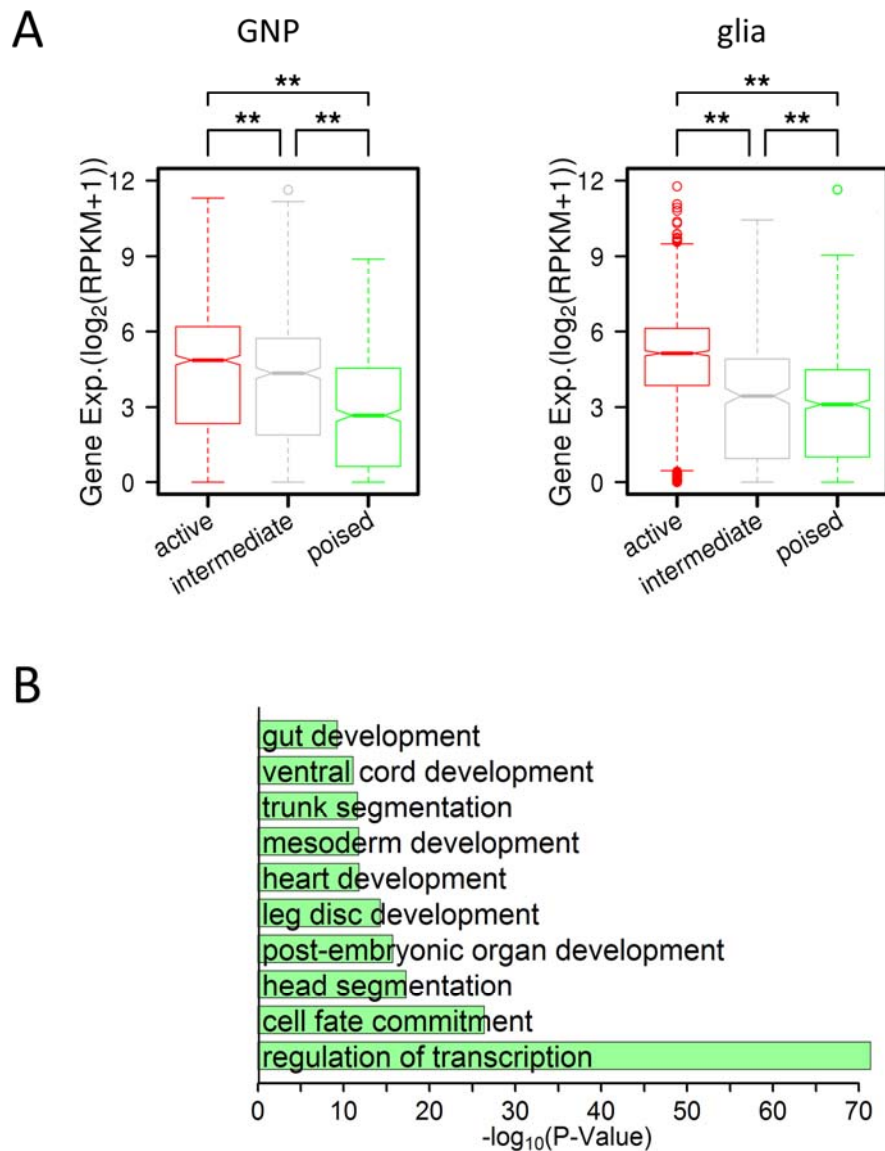

**Figure S4. Relationship between chromatin state of enhancers and expression levels of the associated genes.**

**(A)** Expression profiles of the three groups of genes associated with active, intermediate, and poised enhancers, respectively (\*\*:  $p < 0.01$ , Wilcoxon rank sum test). **(B)** Significantly enriched GO terms for the genes associated with the enhancers remaining poised state during the glial differentiation.

How the deposited data were processed for this re-analysis (not part of the article)

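Nuclear RNA of 1 GNP library and 1 glia library was analysed. The authors mapped single-end reads of 49 bp with TopHat (version 1.3.1) to the FlyBase transcripts of the time and computed FPKM values per gene with Cuffdiff (version 1.3.0); the methods of the paper call the unit RPKM. The authors' deposited table also holds a p-value for each gene and a call at an FDR of 0.05, both from the comparison of the 2 libraries. The histone modification and nucleosome data were not analysed here.

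From the deposited FPKM values, the change of each gene was computed as log2((FPKM in glia + 1)/(FPKM in GNP + 1)), which understates the change of low genes. Genes changed at least 2-fold were counted without a test, because there was 1 library of each cell type. No p-value was computed across genes. Calls and p-values of the authors are given as theirs.

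Gene lists were written by hand from general knowledge of gene function before the data were examined. There were 23 such lists with members in the table, and no gene was on more than 1 of them. They cover NP cells, glia, neuron identity, synapse, plasmatocyte, crystal cell, germ cell, amnioserosa, hindgut, mesoderm, trachea, salivary gland, muscle, cell cycle, Notch signaling, chromatin remodelers, acetyltransferases, deacetylases, chitin, ecdysone, ribosomal proteins, cytochrome P450 and cuticle proteins. The ribosomal protein, cytochrome P450 and cuticle protein lists were chosen by the start of the gene symbol, which also caught Cyp1, a cyclophilin, and Cpr, the P450 reductase; both lists were run again without these genes after the values were seen. A second muscle list and a list of eye pigment genes were added later and fixed before their values were seen. The Osi family was chosen after its members were seen among the largest rises. The median change of a list was placed among those of 10000 random lists of the same size, matched on mean log2(FPKM + 1) in 20 bins, and a list at or under percentile 2.5 or at or over percentile 97.5 was taken as set apart. The list draws were tested on simulated data, in which 20 of 20 shifted lists and 4 of 100 unchanged lists were set apart. In that simulation each gene changed independently and each list held 20 genes. These rates need not hold for lists of other sizes or for genes that change together. Levels of lists within a library were compared by the difference of their medians and by the share of gene pairs. Genes are named where the paper names them with an expression statement or track, where they have the 5 largest rises or falls among genes with a mean of at least 5 FPKM, and where they are the extremes of a list, go against it or are called for by a test.

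Deposited FPKM values do not state the depth. Low values fell on steps of whole reads, from which 64.1 M mapped reads were estimated for GNP and 52.5 M for glia, assuming a fragment length of 200 bases and using genes with 1 annotated transcript of at least 600 bases. Of the genes with few reads, 81.95% in GNP and 83.04% in glia then lay within 0.1 of a whole read. Symbols were matched to the BDGP6 annotation for 13465 of the 13623 genes, 2429 of them by a synonym. BDGP6 is later than the annotation of the authors, so lengths and places are approximate for the values, and no coordinate was converted.

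The alternatives were a pseudocount of 0.1, centring on the median gene, scaling to the upper quartile, scaling to TPM, a mean of at least 1 FPKM, limits of 1.5-fold and 4-fold, and 50 bins. Counts with the p-values or calls of the authors were added after the values were seen, in 33 settings. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.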

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

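The 2 results below were noticed in the values of genes the paper does not discuss. The second muscle list and the eye pigment genes used to test them were fixed before their own values were seen.

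Muscle genes were high in the glia library. The list of 16 genes had a median log2(FPKM + 1) of 8.22 there, above the glial list, and Act57B reached 3197 FPKM, wupA 781 FPKM and Mlc1 711 FPKM. The median log2 change was 2.25, above all 10000 random lists. No muscle gene is on another list, and how many of them glia express was not tested. RNA from muscle cells in the glial nuclei is a candidate explanation. It needs other muscle genes to rise too, and in the second list of 11 genes the median log2 change was 2.07 and the median level in glia 5.96. Against this, Zasp66 of the second list fell by 1.08, and of the first list Unc-89 fell by 0.86, Mef2 by 0.41 and Act87E by 0.07. The paper's count of mCherry-positive nuclei, which gave a high purity for the glial nuclei, also goes against it and was not analysed here. The muscle list was already at 5.91 in GNP. The age of the embryos changed with the cell type, so a change of these genes with age, in glia or in other cells, stays open and untested.

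The gene w, which encodes a transporter of eye pigment precursors, was at 296 FPKM in the glia library against 5.93 FPKM in GNP. Transgenes often carry a mini-white copy of w as a marker, and mini-white of the transgenes may add reads to w. In that case the other pigment genes need not rise. Of the 6 tested, 3 rose at least 2-fold, st by 2.05, bw by 1.63 and v by 1.04, while cn fell by 3.82. This lies between the outcomes set out for either explanation, so a rise through mini-white and a rise of w with its partner genes cannot be told apart here. The lines differ in their transgenes as well as in age and cell type.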

How the results depend on the processing

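For 45 results 250 alternatives were run, of which 226 kept the direction and the side of the threshold, or a count or level difference within 1.5 times. The alternatives set before the data were examined were those on pseudocount, scaling, low genes, fold limit and bins. One further alternative, leaving out genes shared between lists, was not run because 0 genes are on more than 1 list. After the values were seen, the cytochrome P450 list was run without Cyp1, with a median log2 change of 0.1974, and the cuticle protein list without Cpr, with -0.0546; neither gene belongs to the family of its list.

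The counts of changed genes depended on the setting. With a limit of 4-fold, 1153 genes were higher and 614 lower, since fewer genes pass a higher limit. Counts that use the authors' deposited table were chosen after the values were seen, and each is below the 2-fold count by fold alone. Settings that keep the 2-fold limit at a pseudocount of 1 add a criterion to it. The others use a 2-fold limit at another pseudocount, or no fold limit, in its place, and for these the cause was not tested. The deposited call alone gave 1672 and 782 genes. The call with 2-fold gave 1562 and 725, or 1669 and 775 both with a pseudocount of 0.1 and without one. A deposited p-value under 0.01 with 2-fold gave 1543 and 713, or 1647 and 762 without a pseudocount. Benjamini-Hochberg adjustment over all rows gave 1599 and 728, with 2-fold added 1504 and 678, and over the rows with a p-value under 1 it gave 1622 and 749.

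Scaling changed which side was larger. By fold alone 2893 genes were higher and 2231 lower, with upper quartile scaling 3309 and 1823, centred on the median gene 2665 and 2464, and with TPM 2550 and 2780. The log2 shift of glia against GNP was 0.21 under upper quartile scaling and -0.25 under TPM.

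The fall of gcm was under 2-fold except with TPM, where it was -1.12; the shift of the scaling itself accounts for the step. The difference between the NP and plasmatocyte lists in GNP fell from 1.04 to 0.28 when only genes with a mean of at least 1 FPKM were used, because that filter takes out plasmatocyte genes near 0. The cytochrome P450 list kept its side of the threshold, but its median log2 change went from 0.20 to 0.58 with a pseudocount of 0.1 and to 0.90 with only genes of a mean of at least 1 FPKM. Upper quartile scaling turned the hindgut list from -0.03 to 0.18 and the cuticle protein list from -0.06 to 0.0045; both medians lie near 0 and are smaller than the shift of that scaling.

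With 1 library of each cell type, no alternative tests whether a difference would recur in another library.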

Differences from the paper's values

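By fold alone, as set before the data were examined, 2893 genes were at least 2-fold higher in glia, against the paper's 1562, and 2231 were at least 2-fold lower, against the paper's 725. The paper's counts are of genes called differentially expressed, while the counts by fold use no test, so they are not the same measure. Of the alternatives set before the data were examined, the limit of 4-fold brought both counts within 1.5 times the paper's, at 1153 and 614; the others, with 2550 to 4057 higher and 1823 to 3287 lower genes, did not. After the values were seen, 33 settings with the calls or p-values of the authors' deposited table were tried. One of them, the deposited call together with a 2-fold change at a pseudocount of 1, gave exactly 1562 and 725 genes; it was chosen after seeing the values, and the paper's methods name the FDR but no fold limit, although Fig. 2A draws lines at a log2 change of 1. Of the 33 settings, 30 gave both counts within 1.5 times the paper's, the call alone giving 1672 and 782.

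The paper states that NP genes in GNP and glial genes in glia are above the genes of other tissues. With the hand-written lists this held for the medians of the other tissues together, with a glial gene higher in 53.3% of the gene pairs in glia, but the muscle list was above the NP list in GNP, at 5.91 against 5.37, and above the glial list in glia, at 8.22 against 5.44. In glia the median log2 level of the glial list was 0.01 above that of the plasmatocyte list and 0.12 above that of the 4 trachea genes, and a glial gene was higher in 45.8% of the pairs with plasmatocyte genes and 44.3% of those with trachea genes. Muscle, plasmatocyte and trachea genes are not among the tissues drawn for glia in Fig. 1C, and the lists are not those of the paper.

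The paper gives gcm as down-regulated. It fell by 0.87 on the log2 scale and is not called in the authors' deposited table; of the settings run, only scaling to TPM took it past 2-fold, at -1.12.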

Other observations

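The tests on the genes called in the authors' deposited table were chosen only after the result was seen. So were the tests of level and length as a part of an excess, the Osi family and the cuticle protein list without Cpr. The other tests were set out before their values were known. The embryos of the glia library were older than those of the GNP library, so a change with age stays open for every pattern below.

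Synaptic genes rose in the glia library, by a median log2 change of 2.05. RNA from neurons in the glial nuclei would bring other neuronal genes with it. The 6 neuron identity genes had a median log2 change of 1.88 and a median level in glia of 4.865, against 5.44 for the glial list, with fne at 327 FPKM and Appl at 86.5 FPKM. Against this, elav fell by 0.78, from 76.9 to 44.2 FPKM. Its level in glia was still near the glial list median of 42.4 FPKM. This pattern is consistent with RNA from neurons, and expression of these genes in glia stays open as well. For RNA from other late-embryo cells in general, the test set out expected muscle and cuticle protein genes to rise alike. Whether such cells express the listed cuticle protein genes at this age was not tested, so their failure to rise cannot count against it. The cuticle protein list, 119 genes chosen by symbol, had a median log2 change of -0.0623, at percentile 0.03 of the random lists, with 21 rising and 28 falling at least 2-fold. Its Cpr encodes the P450 reductase and not a cuticle protein; the other 118 genes had a median of -0.0546, with 21 rising and 27 falling. In the direction of this explanation, the muscle list rose by 2.25 and the chitin list by 2.63, with 11 of 12 chitin genes rising at least 2-fold. The Osi family rose by 3.69, but it was chosen after its rises were seen, so its rise cannot count for the explanation. Also in the direction of the explanation, the crystal cell list rose by 2.90, at percentile 99.96, and the plasmatocyte list by 1.28, at percentile 99.99. Of the plasmatocyte list 9 genes rose and 4 fell. Those that fell were Hml by 0.80, srp by 0.65, crq by 0.41 and eater by 0.08, with Hml and eater near 0 in both libraries. Against the explanation, the germ cell list had a median of -1.10, at percentile 0.92. The trachea list of 4 genes had a median of -0.82, at percentile 14.29, and was not set apart. The amnioserosa, hindgut, mesoderm and salivary gland lists were not set apart either. A median near 0 over genes that go both ways decides nothing, and markers may change with age in their own cells, so this explanation cannot be told apart from the others.

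More genes were higher than lower in glia, by a ratio of 1.297. After centring on the median gene the ratio was 1.08, and with a mean of at least 5 FPKM it was 1.02. The limit of 1.5 set for these 2 tests was already met before either step, so by that limit scaling and genes near the floor cannot be told apart from no excess. The ratio itself depended on the level: with a mean under 5 FPKM it was 3.245, with a 95% Wilson interval from counting alone of 2.83 to 3.72, against an interval of 0.96 to 1.09 from 5 FPKM. It depended on gene length as well. For this, genes matched to the annotation were put in 5 length groups of 1931 to 1937 genes each. Together these groups hold fewer than the 13465 matched genes, so their ratios are not those of all genes. The median log2 change ran down from 0.38 in the shortest of 5 length groups to -0.13 in the longest, and the ratio was 1.85 in the shortest, with an interval of 1.62 to 2.11, and 0.97 in the longest, with an interval of 0.86 to 1.09. Both dependences are consistent with a part of the excess coming from genes near the floor and from gene length, and the 2 were not separated from each other. A rise of short or low genes with age or cell type stays open and untested.

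The genes called in the authors' deposited table have a larger excess, with a ratio of 2.14. With a mean of at least 5 FPKM it was 1.735, so genes near the floor do not account for the whole excess. They are consistent with a part of it, since under 5 FPKM the ratio was 3.706, with an interval of 3.11 to 4.41, against 1.57 to 1.92 from 5 FPKM. In the longest of the 5 length groups the ratio was 1.502, with an interval of 1.28 to 1.77, and more called genes were higher than lower in each of the groups. Over the groups the lowest lower end of these intervals was 1.276, above 1. Gene length therefore does not account for the whole excess among the genes of these groups either. In the shortest group the ratio was 3.012, with an interval of 2.35 to 3.86, which lies above that of the longest and is consistent with gene length as a part of the cause. A limit of 1.5 had been set for the longest group, and its interval includes that limit, so that test leaves open on which side of it the longest genes lie. With the call and a 2-fold change together, the ratios from 5 FPKM and in the longest group were 1.75 and 1.50. At least 4-fold, 89.9% of the higher genes and 80.1% of the lower genes are called in the authors' deposited table.

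In the authors' deposited table 616 genes have a p-value of 1, of which 517 are at 0 in both libraries. Another 49 changed at least 2-fold, 22 of them higher and 27 lower in glia. Overlap with another gene is a candidate explanation. Of the 48 matched to the annotation 66.7% overlap another gene, with a 95% Wilson interval of 52.5% to 78.3%, against 51.4% of the other genes that changed at least 2-fold. A margin of 20 percentage points was set for this test, and the interval includes it, so the test leaves overlap open.

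Plasmatocyte genes had a median level of 4.34 in the GNP library, the fourth of 9 lists of tissues outside the nervous system. RNA from hemocytes that express gcm could add to them, but a small share of such RNA would not lift the list above the others, so this cannot be told apart from the level of the other lists.

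The other lists gave these median log2 changes. The plasmatocyte list rose by 1.28 and the crystal cell list by 2.90, the salivary gland list by 0.79, the ecdysone list by 2.31 and the ribosomal protein list by 0.38. The germ cell list had a median of -1.10, amnioserosa -0.39, hindgut -0.03, mesoderm -0.50, trachea -0.82, acetyltransferases -1.41 and deacetylases -1.52. Hindgut changed its sign with upper quartile scaling. The eye pigment list had a median of 0.67. The Osi family of 24 genes, chosen after its members were seen among the largest rises, had a median of 3.69, and 17 of its genes rose at least 2-fold; Osi6 reached 3283 FPKM in glia.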
